A study of Homo sapiens with 13 samples. Its data were reported in "DMRT1 regulates human germline commitment" (2023).

How the data were processed

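RNA was measured by bulk sequencing in 10 libraries that fall into 5 groups of 2. Per the labels, 4i ESC were human embryonic stem cells of the WIS2 line carrying NANOS3-tdTomato and DMRT1-Venus reporters. They were grown on mouse feeder cells with LIF, bFGF, TGF-beta and inhibitors of GSK3, ERK, p38 and JNK, and were sorted for tissue non-specific alkaline phosphatase (TNAP). N3+PGCLC were primordial germ cell-like cells induced from them with BMP2 (500 ng per ml), SCF (100 ng per ml), EGF (50 ng per ml) and a ROCK inhibitor (10 µM), and were sorted for TNAP and NANOS3. DM+PGCLC were moved on day 3 to activin A (100 ng per ml), retinoic acid (20 µM), SCF and EGF, were kept there for 6 further days, and were sorted for TNAP and NANOS3 by the labels. DZ+PGCLC came from another reporter line, with DAZL-tdTomato, a dexamethasone-inducible SOX17 and a doxycycline-inducible DMRT1. After 1 day of cytokines and dexamethasone these cells received activin A, retinoic acid, SCF, EGF, dexamethasone and doxycycline, and DAZL-positive cells were sorted on day 4 (d4 DZ+PGCLC) or day 8 (d8 DZ+PGCLC). The series also has 3 CUT&RUN samples among its 13, which were not analysed here.

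Libraries had been made by the authors from up to 300 ng of total RNA after removal of ribosomal RNA, with a kit that keeps the strand, and were sequenced as paired reads. The study's methods and the submitters' processing notes name Trim Galore for trimming, STAR for mapping to GRCh38.p13 with unique reads kept, and STAR's gene counts. HOMER, Bowtie2 2.2.5 and hg38 are named in the same notes. The authors fitted protein-coding gene counts with the glm method of edgeR, each group of 2 libraries against 4i ESC, and deposited the log2 fold change and the FDR (a q-value, the p-value after Benjamini-Hochberg adjustment) of each listed gene. RPKM, reads scaled by gene length and by mapped reads, came from Cufflinks, and the authors deposited it as log2(RPKM + 0.1) for each library. The FDR in the deposited tables stayed under 0.05 for every listed gene, so they hold genes already selected by FDR and not the genes tested. The number of genes tested cannot be worked out from them, because no p-value before adjustment stands in them. In addition, 8 tables of gene set enrichment were used, with the enrichment FDR and, for the lower genes, the fold enrichment (a ratio of observed to expected genes) as deposited by the authors. Their background is not given in the sources used here and nothing was rescaled.

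The plan made before the data were examined was to take the authors' fit as the main result if the tables held only that fit, and limma on log2(RPKM + 0.1) if they also held normalised values per library. Both are present. Since the genes had been selected by the authors' fit on the same libraries, the fold change and FDR of the authors' deposited tables were kept as the main result for the comparisons against 4i ESC, and limma (3.58.1, with an intensity trend) was run as an alternative on the 9706 genes listed in any table. Its adjusted p-values cover those preselected genes only. Genes were called at a fold change over 2 and an FDR under 0.05, the study's thresholds. The thresholds, 30 gene lists, the grouping and the rule for naming genes were fixed before the data were examined.

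Changes between stages were tested with limma on log2(RPKM + 0.1) as contrasts between groups, with the spread estimated from all 10 libraries (5 residual degrees of freedom). N3+PGCLC to DM+PGCLC and DM+PGCLC to d8 DZ+PGCLC were planned, and the contrasts with d4 DZ+PGCLC were chosen after seeing the data. Comparisons against 4i ESC in limma, that of d4 DZ+PGCLC included, used only the 4 libraries concerned. A fold change on the log2(RPKM + 0.1) scale understates the change of low genes. For abundant genes (a mean log2 level over 4), the authors' log2 fold changes were set against the differences of log2(RPKM + 0.1). The median of the former minus the latter was -0.18 in d8 DZ+PGCLC, -0.02 in N3+PGCLC and -0.05 in DM+PGCLC.

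Each gene list was tested for a lean to higher or lower calls with a two-sided Fisher's exact test of its called members against all other called genes, with Benjamini-Hochberg adjustment over 90 tests (30 lists in 3 comparisons) and over 120 tests for the limma contrasts. The lists covered early primordial germ cell genes, pluripotency, late germ cell genes, the piRNA pathway, meiosis, DNA methylation machinery, histone H3K9 and H3K27 machinery, CDK inhibitors, S phase, G2 and M phase, centromere and kinetochore, retinoic acid response, HOX genes, BMP response, activin and nodal response, endoderm, mesoderm, neural ectoderm, amnion and trophoblast, endothelium, fibroblasts and stroma, gonadal soma, stress and immediate early genes, X-linked cancer-testis genes, imprinted genes, glycolysis, a sample of ribosomal proteins, neuronal ion channels and receptors, cell adhesion, and genes the study itself named. The lists overlap in part. Overlaps of called genes were set against the product of the 2 list sizes over the 9706 listed genes, with a one-sided hypergeometric test, and against 20046 protein-coding genes of GENCODE 44. Since the 3 comparisons share their 4i ESC libraries, unchanged groups against shared controls were simulated 50 times, and the 4i ESC libraries were split between the comparisons of a pair after seeing the data.

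Genes named in the text for a comparison were, by rule, the 8 highest and 8 lowest called genes by log2 fold change among those at or above the median abundance of called genes, the members of the early germ cell, pluripotency, late germ cell, DNA methylation, CDK inhibitor and study-named lists, and of each other list the 2 called members with the largest change. For the limma contrasts, the 8 highest and 8 lowest abundant genes were taken in the same way after seeing the data. Genes named for a comparison outside this rule, such as ID1, ID3, TFAP2A and DNAJB1, or named by it for another comparison only, were chosen after their values were seen. Some genes that the rule would name are not reported here. Of the listed identifiers, 9701 were found in GENCODE 44 (GRCh38), which gave the coordinates, and 9694 of these were protein coding. For 5 gene names the tables hold 2 identifiers each, IGF2 among them, and such genes were kept apart by identifier. The gene lists, and genes named through them, used only the identifier with the higher mean level over the libraries. Genes with close paralogs, such as HSPA1A and HSPA1B or the MAGE family, share reads that unique mapping drops, so their levels are uncertain.

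Total read counts were not used here, so absolute depth is unknown. Low RPKM values fall on whole multiples of what 1 fragment is worth, and comparing values under 0.4 RPKM between libraries gave a relative depth of 0.665 to 1.14, with 4i ESC replicate 1 as 1. Some genes are listed at 0, and a 0 can be a failed estimate, so for any gene with a 0 the value of each library is given in place of a mean and SD. The labels number the replicates and the study calls them independent biological replicates. With 2 per group, p-values of limma and of the authors' fit measure only the spread between these samples, part of which may be technical. Fisher's exact and hypergeometric tests count genes and use no spread between samples. They treat genes as independent, which genes that change together are not, so their p-values may be too small.

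The limma steps were tested on simulated data for 9706 genes with 200 changed genes. In the comparison of N3+PGCLC with 4i ESC with 4 libraries, 10, 18, 50 and 80% of genes changed by 1.5, 2, 3 and 4 on the log2 scale were recovered with 3 false calls, and for d8 DZ+PGCLC 14, 30, 70 and 82% with 5 false calls. For the contrast of DM+PGCLC with N3+PGCLC over 10 libraries the shares were 44, 64, 86 and 94% with 5 false calls, and for d8 DZ+PGCLC against DM+PGCLC 36, 62, 82 and 96% with 4 false calls. The real tables hold preselected genes, of which a larger share changed. The Benjamini-Hochberg threshold depends on that share, so these rates may not carry over to them. Alternatives tried were an FDR under 0.01, a fold change over 4, the FDR alone, a filter at 1 RPKM, limma in place of the authors' fit, a pseudocount of 1, the replicate number as a block, each library left out in turn, and enrichment terms of any size. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, and R 4.3.3, were used.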

Results

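Bulk RNA levels were measured in 10 libraries, 2 each of 4i ESC, N3+PGCLC, DM+PGCLC, d4 DZ+PGCLC and d8 DZ+PGCLC. They follow human cells from a stem cell state that is competent for germ cell fate to early germ cell-like cells and to cells moved to activin A and retinoic acid. The DZ+PGCLC groups are cells in which SOX17 and DMRT1 were induced and DAZL was switched on. The tables list 9706 genes that stood at an FDR under 0.05 in at least one of the authors' comparisons with 4i ESC. Levels are log2(RPKM + 0.1), given as mean ± SD over n = 2 libraries. Relative depth ran from 0.665 in d4 DZ+PGCLC replicate 2 to 1.14 in d8 DZ+PGCLC replicate 1, with 4i ESC replicate 1 as 1. On average the d8 DZ+PGCLC libraries were 1.24 times as deep as those of 4i ESC. Between 6533 and 7135 listed genes reached 1 RPKM in a library. Genes listed at 0 numbered 381 and 353 in the d8 DZ+PGCLC libraries and up to 1036 in the others.

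Replicates were close to each other. Across listed genes, which are not independent replicates, Pearson's r between libraries of one group was 0.966 to 0.984. Between groups it was 0.888 to 0.900 for 4i ESC and N3+PGCLC, 0.815 to 0.847 for 4i ESC and DM+PGCLC, and 0.772 to 0.791 for 4i ESC and d8 DZ+PGCLC. The d4 and d8 DZ+PGCLC libraries were closer, at 0.901 to 0.917. The first principal component, with 48.0% of the variance, set all 4 DZ+PGCLC libraries apart from the other 6, and the second, with 23.7%, ordered 4i ESC, N3+PGCLC and DM+PGCLC. The listed genes had been selected as differing from 4i ESC in N3+PGCLC, DM+PGCLC or d8 DZ+PGCLC. Separation of the groups, here and in the correlations, is thus in part built into the genes used. The 2 N3+PGCLC libraries were the least alike. IGF2 stood at 4.12 in replicate 1 and 9.26 in replicate 2, HAND1 at 4.89 and 8.05, and FOXF1 at 0.23 and 4.36, and NANOS3 stood at 4.61 and 3.25.

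**Figure D1:**
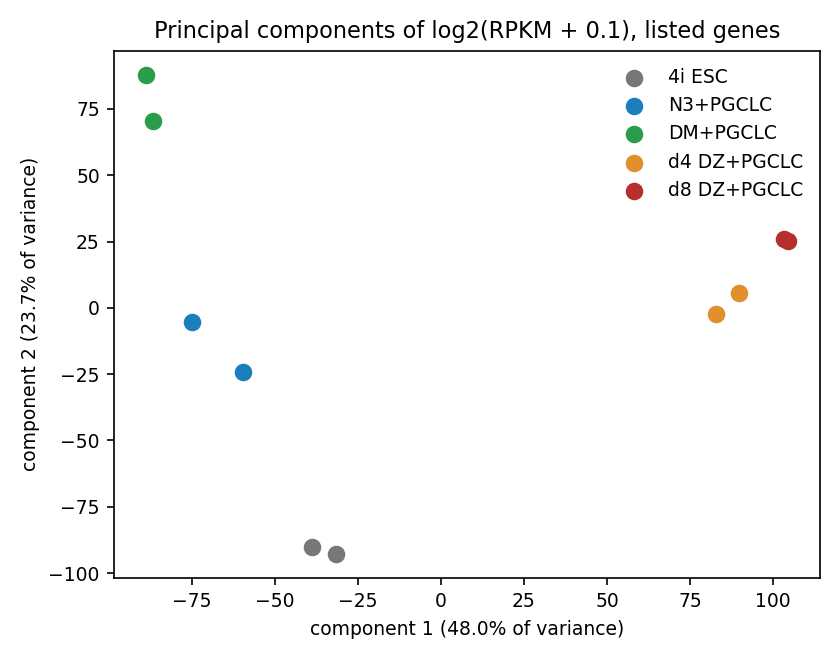
Each point is 1 library, placed by its scores on the first and second principal components of log2(RPKM + 0.1) over the listed genes and coloured by group, with the percent of variance on each axis. The DZ+PGCLC libraries have positive scores on component 1, which carries 48.0% of the variance, and all other libraries have negative scores.

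The key genes are given with their identifiers and their GRCh38 coordinates from GENCODE 44. SOX17 (ENSG00000164736.6) lies on chromosome 8 at 54457935 to 54460892 on the plus strand. PRDM1 (ENSG00000057657.17) lies on chromosome 6 at 105993463 to 106109939, plus strand, and NANOS3 (ENSG00000187556.8) on chromosome 19 at 13862063 to 13880757, plus strand. TFAP2C (ENSG00000087510.7) is on chromosome 20 at 56629306 to 56639283, plus strand, and POU5F1 (ENSG00000204531.20) on chromosome 6 at 31164337 to 31180731, minus strand. DMRT1 (ENSG00000137090.12) spans 841690 to 969090 of chromosome 9 on the plus strand, and DAZL (ENSG00000092345.14) spans 16586792 to 16670306 of chromosome 3 on the minus strand. DNMT3B (ENSG00000088305.18) spans 32762385 to 32809359 of chromosome 20 on the plus strand, and CDH5 (ENSG00000179776.19) spans 66366690 to 66404784 of chromosome 16 on the plus strand. The levels are of the whole gene, so an induced copy of SOX17 or DMRT1 and the cell's own copy are not separated here.

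**Figure D2:**
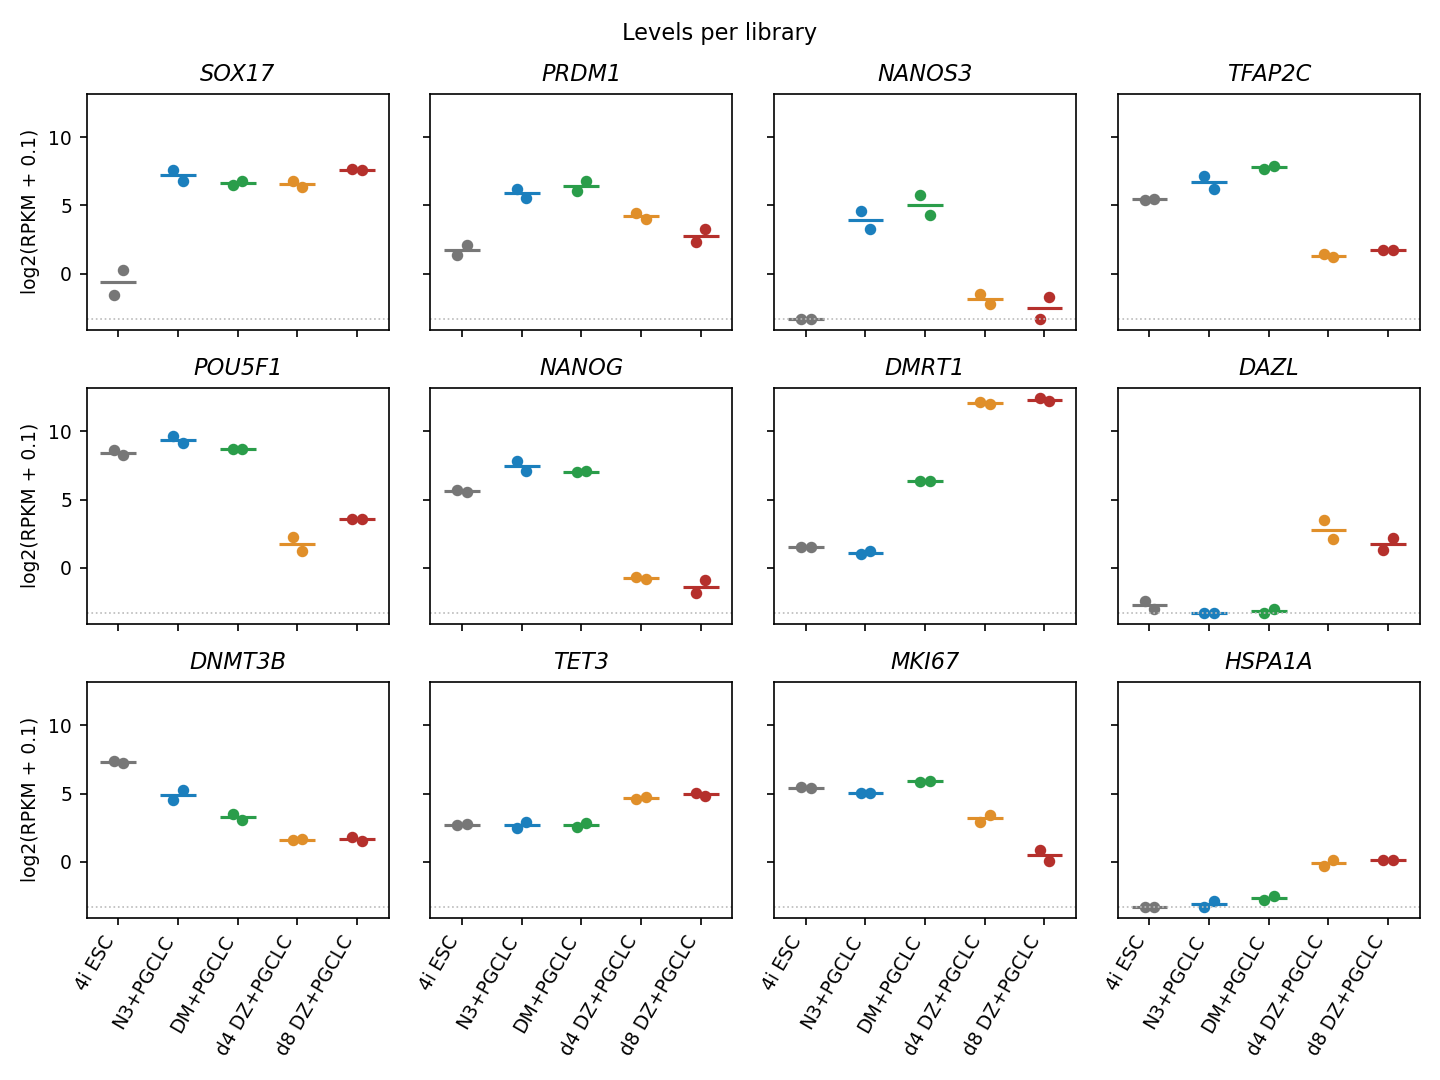
Each panel is 1 gene, with log2(RPKM + 0.1) on the vertical axis, 1 point per library in the 5 groups, a bar at the group mean and a dotted line at the value of a gene listed at 0. SOX17 stands at 6.57 ± 0.26 or above in the 4 PGCLC groups, NANOG falls from 7.04 ± 0.07 in DM+PGCLC to -1.40 ± 0.67 in d8 DZ+PGCLC, and DMRT1 reaches 12.33 ± 0.13 there.

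The first comparison asked how 4i ESC changed on becoming early germ cell-like cells under BMP2. SOX17, which heads the human germ cell programme, rose from -0.65 ± 1.28 in 4i ESC to 7.22 ± 0.57 in N3+PGCLC (SD, n = 2). PRDM1, a transcriptional repressor, rose from 1.76 ± 0.51 to 5.88 ± 0.46. TFAP2C rose from 5.44 ± 0.04 to 6.68 ± 0.66, the receptor gene KIT from 2.43 ± 0.26 to 5.18 ± 0.40, and TFCP2L1 from 1.48 ± 0.19 to 4.21 ± 0.29. NANOS3, whose reporter was part of the sort, was listed at 0 in both 4i ESC libraries and stood at 3.93 ± 0.96 in N3+PGCLC. SOX2, a pluripotency and neural transcription factor, fell from 6.98 ± 0.20 to -2.34 ± 0.85. NANOG rose from 5.65 ± 0.10 to 7.43 ± 0.52, and POU5F1, at 8.43 ± 0.24 and 9.40 ± 0.40, was not called. The de novo DNA methyltransferase gene DNMT3B fell from 7.33 ± 0.10 to 4.91 ± 0.55. TET2, which encodes an enzyme that oxidises methylated cytosine, rose from 0.67 ± 0.26 to 2.97 ± 0.22. In the authors' deposited table the log2 fold change was 7.85 for SOX17 (FDR 0.000147), -10.12 for SOX2 (FDR 2.58e-05) and 6.82 for the BMP target MSX2 (FDR 2.12e-05). The same authors' deposited table lists 1341 genes as higher and 1236 as lower in N3+PGCLC. With limma on log2(RPKM + 0.1) 902 genes passed. Leaving out either N3+PGCLC library left 177 (without replicate 1) or 161 (without replicate 2), and limma called 0 without 4i ESC replicate 1 or replicate 2, where 1921 and 2140 genes had an unadjusted p under 0.05.

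Among genes above median abundance, the largest increases in N3+PGCLC besides SOX17 and MSX2 were those of IGF2 (a growth factor), GPRC5A, HAND1, IGFBP3, PCSK1N and the apolipoprotein gene APOA1. GPRC5A went from 0.04 ± 0.17 to 5.90 ± 0.82, IGFBP3 from 0.70 ± 0.51 to 6.76 ± 0.21 and PCSK1N from 0.88 ± 0.43 to 6.70 ± 0.80. Among the largest decreases besides SOX2 were those of CR1L, TRIM22, SPP1, ACTA1, VAT1L and USP44. SPP1 (osteopontin) went from 8.82 ± 0.23 to 3.60 ± 0.12. Of the CDK inhibitor genes, CDKN1A fell from 6.83 ± 0.45 to 2.54 ± 0.37, CDKN2A from 4.48 ± 0.53 to 0.06 ± 0.89 and CDKN2B from 1.15 ± 0.97 to -1.91 ± 0.10.

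The gene lists were tested on the calls of the authors' deposited table. Of 22 BMP response genes, 18 were higher in N3+PGCLC and 0 lower (Fisher's exact test, adjusted p = 0.000164). Besides MSX2 these included, chosen after their values were seen, ID1 (6.42 ± 0.37 to 9.11 ± 0.49), ID3 (2.53 ± 0.70 to 5.65 ± 0.54) and GATA3 (-1.63 ± 0.03 to 3.80 ± 0.81). Of 21 early germ cell genes, 13 were higher and 1 lower (exact test, adjusted p = 0.0143). With the members that the study names left out, the adjusted p of the exact test was 0.0526. Among the higher were KLF4 (1.85 ± 0.29 to 5.78 ± 0.63), PDPN (6.07 ± 0.15 to 9.26 ± 0.57) and CD38 (-0.82 ± 0.20 to 2.97 ± 0.49). PRDM14 fell from 5.24 ± 0.09 to 3.82 ± 0.16. Pluripotency genes leaned to lower calls, with 16 of 29 lower and 4 higher (exact test, adjusted p = 0.0262). TDGF1, a nodal co-receptor, fell from 8.57 ± 0.24 to 5.14 ± 0.28, LEFTY2, a nodal antagonist, from 7.84 ± 0.29 to 5.52 ± 0.16 and GDF3 from 5.50 ± 0.38 to 2.39 ± 0.44.

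Markers of other lineages were higher in the same bulk libraries, which do not show whether the same cells hold them. Calls were higher for 12 of 24 endoderm markers, with 1 lower (exact test, adjusted p = 0.0206), and for 9 of 22 mesoderm markers, with 0 lower (exact test, adjusted p = 0.0216). They were higher for 10 of 20 amnion and trophoblast markers, with 0 lower (exact test, adjusted p = 0.0143), and for 12 of 39 HOX genes, with 1 lower (exact test, adjusted p = 0.0206). Several of these markers differed between the 2 N3+PGCLC libraries. APOA1 stood at 5.66 in replicate 1 and 8.37 in replicate 2, the mesoderm genes HAND2 at 1.78 and 2.80 and TCF21 at -0.43 and 3.16. The stromal gene LUM stood at 3.52 and 5.82, and HOXA13 at 1.90 and 2.96. IGFBP3 and, chosen after their values were seen, TFAP2A (-1.87 ± 0.75 to 3.96 ± 0.32) and CXCR4 (1.58 ± 0.61 to 6.17 ± 0.64) were high in both. On the calls of limma the lean was not past the threshold for pluripotency (exact test, adjusted p = 0.157), endoderm (0.536), mesoderm (0.888), amnion and trophoblast (0.0695) or HOX genes (0.201). Without either N3+PGCLC library, none of the 7 lists that passed in N3+PGCLC did so on limma's calls. Without either 4i ESC library limma made no calls in N3+PGCLC, so no list could pass there.

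The other lists did not pass in N3+PGCLC. The activin and nodal list had 3 members higher and 12 lower (exact test, adjusted p = 0.0676), CDK inhibitors 0 and 3 (0.263), neural ectoderm 1 and 5 (0.263), endothelium 6 and 1 (0.292) and the piRNA pathway 0 and 2 (0.470). Counts were 3 and 0 for histone H3K9 and H3K27 machinery (exact test, adjusted p = 0.491), 4 and 1 for gonadal soma (0.616), 5 and 2 for stress genes (0.685), 3 and 5 for neuronal channels (0.692), 7 and 4 for cell adhesion (0.741) and 1 and 2 for DNA methylation machinery (0.796). For late germ cell genes, 2 were higher and 2 lower, for meiosis 3 and 2, for retinoic acid response 7 and 7, for fibroblasts and stroma 4 and 3, for imprinted genes 3 and 2, for S phase 1 and 0 and for ribosomal proteins 0 and 0 (exact test, adjusted p = 1 for each). G2 and M phase, centromere and kinetochore, X-linked cancer-testis genes and glycolysis each had 0 higher and 1 lower (exact test, adjusted p = 0.685). Of the 20 genes the study named, which are not independent evidence, 9 were higher and 3 lower (exact test, adjusted p = 0.331), NLRP9 among the higher.

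The next comparison asked what the cells had become after the move from BMP2 to activin A and retinoic acid. DMRT1, the sex-determination factor used as a reporter in this line, rose from 1.55 ± 0.01 in 4i ESC to 6.37 ± 0.02 in DM+PGCLC (SD, n = 2). The sample titles call these cells DMRT1-positive, so the level of DMRT1 may come in part from the sort. CDH5 (VE-cadherin), a mark of migrating germ cells, rose from -2.62 ± 0.20 to 7.32 ± 0.47. SOX17 stood at 6.65 ± 0.24, PRDM1 at 6.40 ± 0.50, TFAP2C at 7.79 ± 0.18 and TFCP2L1 at 6.53 ± 0.36, all called higher than in 4i ESC. NANOS3 reached 5.06 ± 1.04. DNMT3B fell to 3.29 ± 0.34 from 7.33 ± 0.10, and TET2 rose from 0.67 ± 0.26 to 3.21 ± 0.28. LIN28A, an RNA-binding regulator of let-7, fell from 8.63 ± 0.23 to 3.57 ± 0.71, SOX2 fell from 6.98 ± 0.20 to -0.33 ± 0.90, and NANOG rose from 5.65 ± 0.10 to 7.04 ± 0.07. CYP26A1, a retinoic acid-degrading enzyme, rose from 2.71 ± 0.79 to 7.01 ± 0.36 and LEFTY2 from 7.84 ± 0.29 to 12.44 ± 0.25. In the authors' deposited table the log2 fold change of CDH5 was 10.40 (FDR 3.45e-09). The authors' deposited table holds 5392 genes for DM+PGCLC, of which 2307 were higher and 2294 lower at a fold change over 2. With limma 3583 genes passed. The count was 519 without 4i ESC replicate 1, 597 without 4i ESC replicate 2, 1529 without DM+PGCLC replicate 1 and 368 without DM+PGCLC replicate 2.

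The most increased abundant genes in DM+PGCLC were CDH5, GPRC5A, SRPX2, PRLR (the prolactin receptor), MGLL, TAC3, PCSK1N and GPNMB. TAC3 (neurokinin B) went from 0.56 ± 0.21 to 8.58 ± 0.12, GPNMB from 0.29 ± 0.86 to 7.63 ± 0.18 and SRPX2 from -1.09 ± 0.44 to 6.76 ± 0.03. Among the most decreased were GAL, LDB2, SOX2, CD44, TDGF1, VASH2 and SAMD4A. The neuropeptide gene GAL went from 9.02 ± 0.11 to 0.88 ± 1.09 and CD44 from 7.26 ± 0.08 to 1.07 ± 0.87. Among the CDK inhibitors CDKN2C rose from -2.55 ± 0.24 to 0.22 ± 0.16. CDKN1A fell from 6.83 ± 0.45 to 3.92 ± 0.85, CDKN2A from 4.48 ± 0.53 to 2.37 ± 0.84 and CDKN1C from 2.48 ± 0.55 to 0.57 ± 0.52. In the DNA methylation list HELLS fell from 7.89 ± 0.01 to 6.63 ± 0.11. APOBEC3B was called higher, although its RPKM level, at 2.36 ± 0.27 against 2.14 ± 0.33, hardly differed.

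Of the early germ cell genes in DM+PGCLC, 16 of 21 were called higher in the authors' deposited table and 0 lower (Fisher's exact test, adjusted p = 0.000446). KIT rose from 2.43 ± 0.26 to 5.73 ± 0.11, CD38 from -0.82 ± 0.20 to 3.98 ± 0.07, VENTX from 2.32 ± 0.08 to 5.99 ± 0.20 and the integrin gene ITGA6 from 5.83 ± 0.18 to 9.27 ± 0.02. Of 29 pluripotency genes, 20 were lower and 3 higher (exact test, adjusted p = 0.00292). TDGF1 fell from 8.57 ± 0.24 to 1.72 ± 0.79, ZIC2 from 6.41 ± 0.43 to -1.95 ± 1.06 and USP44 from 4.69 ± 0.13 to -1.62 ± 1.61, while GDF3 rose from 5.50 ± 0.38 to 6.68 ± 0.69. On limma's calls the early germ cell list had an adjusted p of 0.0908, 0.211 and 0.701 by the exact test without 4i ESC replicate 1, 4i ESC replicate 2 and DM+PGCLC replicate 2. The pluripotency list had 1 and 0.898 by the exact test without 4i ESC replicate 1 and replicate 2.

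No other list leaned past the threshold in DM+PGCLC. Late germ cell genes had 5 members higher and 3 lower (exact test, adjusted p = 0.896), with TDRD9 and DMRT1 among the higher. The piRNA pathway gave 7 and 1 (exact test, adjusted p = 0.197), with PIWIL4 (-0.51 ± 0.12 to 1.44 ± 0.56) and TDRD9 among the higher. PNLDC1, a piRNA-trimming nuclease, was listed at 0 in one 4i ESC library and -2.89 in the other and stood at 4.14 ± 0.05 in DM+PGCLC. Meiosis genes were at 4 and 1 (exact test, adjusted p = 0.616), with MEI4 at -3.07 ± 0.09 in 4i ESC and -0.04 ± 0.03 in DM+PGCLC. STRA8 was called higher, yet it was listed at 0 in both 4i ESC libraries and in DM+PGCLC replicate 1. Markers of other lineages gave 4 and 7 for endoderm (exact test, adjusted p = 0.620), 6 and 4 for mesoderm (0.917), 2 and 10 for neural ectoderm (0.0802) and 4 and 2 for amnion and trophoblast (0.859). They gave 4 and 3 for endothelium (exact test, adjusted p = 1), 2 and 7 for fibroblasts and stroma (0.263) and 6 and 3 for gonadal soma (0.692).

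Signal and other lists in DM+PGCLC gave 8 and 2 for BMP response (exact test, adjusted p = 0.263), 8 and 6 for activin and nodal response (0.948), 16 and 8 for retinoic acid response (0.331) and 11 and 2 for HOX genes (0.0802), where HOXB4 stood at 3.90 ± 0.66. The cell cycle lists gave 5 and 1 for S phase (exact test, adjusted p = 0.457), 0 and 5 for G2 and M phase (0.103), 2 and 4 for centromere and kinetochore (0.685) and 1 and 3 for CDK inhibitors (0.616). The remaining lists were at 3 and 2 for DNA methylation machinery (exact test, adjusted p = 1), 3 and 0 for histone machinery (0.491), 3 and 6 for stress genes (0.601), 2 and 1 for X-linked cancer-testis genes (1) and 5 and 5 for imprinted genes (1). Counts were 0 and 4 for glycolysis (exact test, adjusted p = 0.185), 0 and 4 for ribosomal proteins (0.185), 6 and 12 for neuronal channels (0.354) and 10 and 12 for cell adhesion (0.857). Of the genes the study named, which are not independent evidence, 8 were higher and 2 lower (exact test, adjusted p = 0.263), SUSD2 rising from 2.76 ± 0.04 to 8.61 ± 0.32.

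The last comparison with 4i ESC asked how cells with induced DMRT1 and SOX17 that had switched on DAZL differed by day 8. The groups also differ in reporter line, cytokines, medium, days and sort, which the contrast does not separate from the induced genes. The induced genes were high, with DMRT1 at 1.55 ± 0.01 in 4i ESC and 12.33 ± 0.13 in d8 DZ+PGCLC and SOX17 at -0.65 ± 1.28 and 7.61 ± 0.07 (SD, n = 2). DAZL, a germ cell RNA-binding factor that was the sort marker, was at -2.73 ± 0.39 and 1.74 ± 0.66. POU5F1 fell from 8.43 ± 0.24 to 3.57 ± 0.02 and NANOG from 5.65 ± 0.10 to -1.40 ± 0.67. Early germ cell genes parted. PRDM1 rose from 1.76 ± 0.51 to 2.77 ± 0.67 and TFCP2L1 from 1.48 ± 0.19 to 3.41 ± 0.20, whereas TFAP2C fell from 5.44 ± 0.04 to 1.71 ± 0.01 and KIT from 2.43 ± 0.26 to 0.13 ± 0.06. NANOS3 was not called, listed at 0 in d8 DZ+PGCLC replicate 1 and at -1.72 in replicate 2. The PIWI gene PIWIL2 rose from -1.17 ± 0.20 to 1.81 ± 0.14 and STK31 from -1.58 ± 0.71 to 1.43 ± 0.27. PIWIL1, listed at 0 in both 4i ESC libraries, stood at -0.73 ± 1.31. DNMT3B fell from 7.33 ± 0.10 to 1.68 ± 0.20 and TET1 from 5.71 ± 0.28 to 3.09 ± 0.00, while TET2 rose from 0.67 ± 0.26 to 3.13 ± 0.21 and TET3 from 2.72 ± 0.06 to 4.94 ± 0.17. The log2 fold change in the authors' deposited table was 10.61 for DMRT1 (FDR 3.86e-08) and -10.63 for TDGF1 (FDR 1.29e-08). By that authors' deposited table, 3570 genes were higher and 3292 lower in d8 DZ+PGCLC. With limma 5445 genes passed, and without d8 DZ+PGCLC replicate 1 or replicate 2 the count was 2965 or 2924.

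Besides DMRT1 and SOX17, the most increased abundant genes in d8 DZ+PGCLC were TBX18, CFAP44 (a gene of motile cilia), PLA2G4C, DOK5, SHISAL1 and BOC. The log2 fold change of BOC was 5.10 in the authors' deposited table. Its level went only from 1.44 ± 0.35 to 2.97 ± 0.05, a far smaller change. CFAP44 went from -1.10 ± 0.14 to 5.28 ± 0.27, DOK5 from 1.63 ± 0.73 to 7.44 ± 0.06 and TBX18 from -2.58 ± 0.55 to 6.52 ± 0.08. The most decreased were TDGF1, the gap junction gene GJA1, SPP1, COL1A2, CD44, PTPRZ1, SFRP2 and LDB2. GJA1 went from 9.27 ± 0.30 to 0.81 ± 0.43, COL1A2 from 8.50 ± 0.58 to 0.42 ± 0.67 and SFRP2 from 6.03 ± 0.27 to -1.42 ± 0.90.

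Proliferation genes leaned to lower calls. By the calls of the authors' deposited table, 46 of 52 G2 and M phase genes were lower in d8 DZ+PGCLC and 0 higher (Fisher's exact test, adjusted p = 1.62e-13), such as MKI67 (5.44 ± 0.04 to 0.49 ± 0.59) and DLGAP5 (5.43 ± 0.11 to 0.80 ± 0.36). S phase genes were lower for 26 of 42 and higher for 0 (exact test, adjusted p = 1.28e-07), with the nuclease gene EXO1 going from 3.98 ± 0.16 to 0.96 ± 0.31. Centromere and kinetochore genes were lower for 30 of 40 and higher for 1 (exact test, adjusted p = 1.28e-07), with CENPA going from 4.67 ± 0.20 to 1.59 ± 0.50 and MAD2L1 from 5.29 ± 0.20 to 0.36 ± 0.71. The CDK inhibitors CDKN2A (4.48 ± 0.53 and 4.54 ± 0.20), CDKN2B (1.15 ± 0.97 and 1.95 ± 0.34) and CDKN1A (6.83 ± 0.45 and 6.98 ± 0.02) were not called. CDKN2C (-2.55 ± 0.24 to 0.24 ± 0.01) and CDKN2D (1.40 ± 0.33 to 2.69 ± 0.17) rose, which left the list at 2 higher and 0 lower of 7 (exact test, adjusted p = 0.692). Pluripotency genes were lower for 26 of 29 and higher for 0 (exact test, adjusted p = 1.28e-07), with ZFP42 falling from 5.40 ± 0.04 to -1.40 ± 0.18 and LIN28A from 8.63 ± 0.23 to 3.19 ± 0.05. Glycolysis genes were lower for 14 of 20 and higher for 1 (exact test, adjusted p = 0.00301), with LDHA (lactate dehydrogenase) going from 8.48 ± 0.37 to 5.77 ± 0.27. Fibroblast and stroma genes were lower for 11 of 16 and higher for 0 (exact test, adjusted p = 0.00301), with COL3A1 going from 2.53 ± 2.84 to -1.13 ± 0.26. Activin and nodal genes were lower for 12 of 24 and higher for 2 (exact test, adjusted p = 0.0262), and cell adhesion genes lower for 19 of 33 and higher for 5 (exact test, adjusted p = 0.0206). Ribosomal proteins were lower for 7 of 15 and higher for 0 (exact test, adjusted p = 0.0262). Of the adhesion genes, CDH13 went from 5.02 ± 0.45 to -2.69 ± 0.43.

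HOX genes leaned to higher calls, with 22 of 39 higher and 2 lower in d8 DZ+PGCLC (Fisher's exact test, adjusted p = 0.000597), HOXA5 going from -1.72 ± 1.10 to 2.81 ± 0.09. Stress and immediate early genes leaned the same way, with 13 of 20 higher and 1 lower (exact test, adjusted p = 0.0143). Of these, chosen after their values were seen, EGR1 went from 4.18 ± 1.03 to 8.55 ± 0.28, the heat shock co-chaperone gene DNAJB1 from 4.26 ± 0.21 to 8.10 ± 0.00 and TRIB3 from 1.48 ± 0.14 to 5.88 ± 0.35. HSPA1A was listed at 0 in both 4i ESC libraries and stood at 0.15 ± 0.01. On a fold change over 4 the stress list had an adjusted p of 0.173 by the exact test. On limma's calls the exact test gave an adjusted p of 0.0506 for activin and nodal, 0.0651 for fibroblasts and stroma, 0.0627 for cell adhesion and 0.536 for ribosomal proteins. Without d8 DZ+PGCLC replicate 1 and replicate 2, these adjusted p-values were 0.297 and 0.149 for glycolysis, 0.162 and 0.149 for stress genes, 0.786 and 0.786 for fibroblasts and stroma, and 0.418 and 0.149 for activin and nodal. For HOX genes the exact test gave 0.0530 without d8 DZ+PGCLC replicate 2, and for cell adhesion 0.176 without 4i ESC replicate 2. The 13 messages of the mitochondrial genome, chosen after their values were seen, were all called lower in d8 DZ+PGCLC. The log2 of their summed RPKM was 15.36 ± 0.07 in 4i ESC and 12.08 ± 0.48 in d8 DZ+PGCLC.

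Late germ cell genes had 11 of 28 members higher and 3 lower in d8 DZ+PGCLC (exact test, adjusted p = 0.185). The induced DMRT1 and the sort marker DAZL were among the 11, so the design largely fixed those calls. PiRNA pathway genes stood at 10 and 1 of 27 and meiosis genes at 12 and 2 of 37 (exact test, adjusted p = 0.0530 and 0.0566), so none of these lists passed. RNF212 rose from -0.16 ± 0.11 to 4.14 ± 0.08, TEX14 from -1.60 ± 0.88 to 0.18 ± 0.13, and PNLDC1 stood at 2.42 ± 0.74. The early germ cell list had 4 members higher and 10 lower (exact test, adjusted p = 0.263), and the genes the study named, which are not independent evidence, 8 and 7 (1). The induced SOX17 was among the 4 higher early germ cell genes. BMP response stood at 11 and 6 (exact test, adjusted p = 0.601), with GATA3 at 3.16 ± 0.20 and MSX1 at 3.83 ± 0.49. Retinoic acid response was at 16 and 5 (exact test, adjusted p = 0.100), with ALDH1A2, which makes retinoic acid, at 4.38 ± 0.01. Other cell types gave 3 and 6 for endoderm (exact test, adjusted p = 0.600), 5 and 4 for mesoderm (1), 10 and 8 for neural ectoderm (0.968), 7 and 3 for amnion and trophoblast (0.601), 6 and 2 for endothelium (0.548) and 6 and 2 for gonadal soma (0.548). The rest stood at 4 and 4 for DNA methylation machinery (exact test, adjusted p = 1), 2 and 4 for histone machinery (0.685), 3 and 1 for X-linked cancer-testis genes (0.805), 5 and 7 for imprinted genes (0.753) and 4 and 11 for neuronal channels (0.197).

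**Figure D3:**
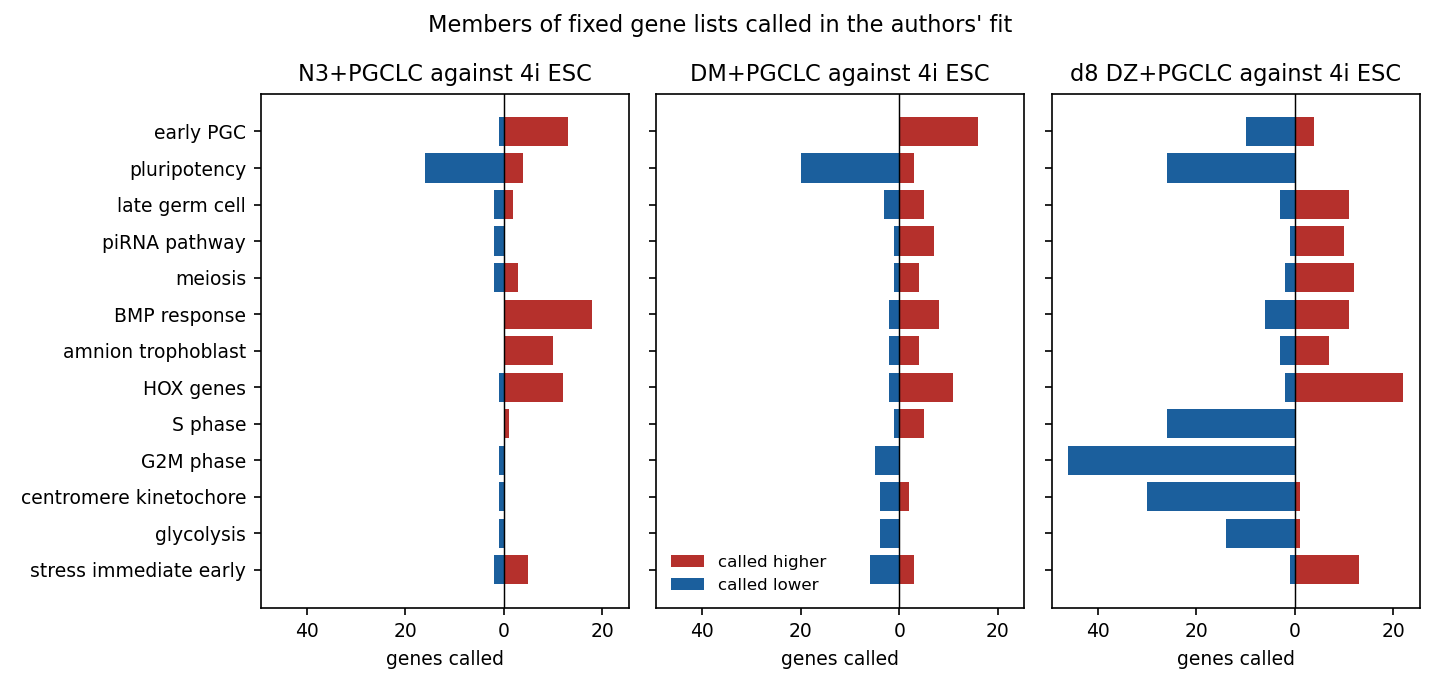
Bars give, for 13 of the fixed gene lists and each of the 3 comparisons with 4i ESC, how many members were called higher (to the right of 0) and lower (to the left) in the authors' deposited tables. Early germ cell genes are mostly higher in N3+PGCLC (13 against 1) and DM+PGCLC (16 against 0), and 46 G2 and M phase genes are lower in d8 DZ+PGCLC.

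The design also asks which genes the 3 kinds of germ cell-like cell share. On the calls of the authors' deposited tables, 301 genes were higher in all 3 comparisons, among them SOX17, PRDM1, TFCP2L1, TET2, GATA3, MSX2 and RNF212. SOX17 was induced in d8 DZ+PGCLC, so the design largely fixed its call there. Lower in all 3 were 572 genes, among them SOX2, TDGF1, DNMT3B and SPP1. Higher calls made in N3+PGCLC alone numbered 332, in DM+PGCLC alone 960 and in d8 DZ+PGCLC alone 2583. There were 534 in N3+PGCLC and DM+PGCLC, 174 in N3+PGCLC and d8 DZ+PGCLC and 512 in DM+PGCLC and d8 DZ+PGCLC. Lower calls made in 1 comparison alone numbered 203, 779 and 1902 in the same order, and those made in 2 numbered 293, 168 and 650. On limma's calls 111 genes were higher and 221 lower in all 3. Without 4i ESC replicate 1 or without 4i ESC replicate 2 both counts were 0, since limma then calls 0 genes for N3+PGCLC at 1921 and 2140 with an unadjusted p under 0.05.

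N3+PGCLC and DM+PGCLC shared 835 higher genes where 318.7 would be shared by independent lists over the 9706 listed genes, and 865 lower genes where that number was 292.1. N3+PGCLC and d8 DZ+PGCLC shared 475 higher genes against 493.2 and 740 lower genes against 419.2. For DM+PGCLC and d8 DZ+PGCLC the numbers were 813 higher against 848.5 and 1222 lower against 778.1. Listed genes were selected by an FDR under 0.05 in at least one comparison, which raises the expected number, and all 20046 protein-coding genes include silent ones, which lowers it. Over the latter the ratios of shared to expected genes were 5.41 and 6.12, 1.99 and 3.65, and 1.98 and 3.24. The exact hypergeometric test over them gave p = 8.39e-58 for the higher genes of N3+PGCLC and d8 DZ+PGCLC and p = 1.4e-102 for those of DM+PGCLC and d8 DZ+PGCLC. Whether the higher genes of these pairs overlap beyond chance thus depends on the background. Among genes called in both, 95.2% went the same way in N3+PGCLC and DM+PGCLC, 78.8% in N3+PGCLC and d8 DZ+PGCLC and 78.7% in DM+PGCLC and d8 DZ+PGCLC. Over all listed genes these shares were 76.5, 63.1 and 64.1%. Unchanged groups against shared controls gave a simulated 66.7% for each pair, but that share comes from the spread of the samples alone. It is no lower bound for groups with real changes, so the lower shares of the pairs with d8 DZ+PGCLC decide nothing. The comparisons share the 2 4i ESC libraries, and part of the overlap beyond the expected numbers may come from them. Over all listed genes, which are not independent replicates, Pearson's r of the differences was 0.650, 0.329 and 0.360 and Spearman's rho 0.649, 0.343 and 0.353. Unchanged groups against shared controls gave a simulated r of 0.503, 0.501 and 0.503 and no shared calls. The covariance was 1.60, 0.867 and 1.27 against a simulated 0.0904, 0.0898 and 0.0902. Control spread as simulated was thus a small part of the covariance, and the simulated r is no lower bound either. In a split chosen after seeing the data, each comparison of a pair had a 4i ESC library of its own, although the genes had been selected with both. Pearson's r was then 0.574 and 0.614 for N3+PGCLC and DM+PGCLC, 0.246 and 0.330 for N3+PGCLC and d8 DZ+PGCLC, and 0.304 and 0.352 for DM+PGCLC and d8 DZ+PGCLC in the 2 assignments.

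The step from N3+PGCLC to DM+PGCLC asked what changed with the move from BMP2 to activin A and retinoic acid. Time in culture changed with the medium, since DM+PGCLC were kept 6 further days, and DMRT1 stands in their title, so its rise may come in part from the sort. By limma over all 10 libraries, 1347 genes rose and 1170 fell. LEFTY2 rose by 6.92 on the log2 scale (SE 0.206, limma adjusted p = 1.04e-05), and DMRT1 by 5.26 (SE 0.137, limma adjusted p = 8e-06). SUSD2 rose by 5.23 (SE 0.339, limma adjusted p = 0.00018) and CYP26A1 by 5.19 (SE 0.504, limma adjusted p = 0.000549). LIN28A fell by 5.02 on the log2 scale (SE 0.392, limma adjusted p = 0.000248) and GAL fell by 6.23 (SE 0.520, limma adjusted p = 0.00032). ITGB4, RBM20 and ATG9B were the other top increases, and ADAMTS19, SP5, SALL1, PRTG, LDB2 and RGS5 the other top decreases. Of 21 listed BMP response genes, 1 rose and 17 fell (1 and 17 adjusted over the list alone). Fisher's exact test gave an adjusted p of 0.000572, with MSX2 at 7.04 ± 0.37 and 3.09 ± 0.04 and ID3 at 5.65 ± 0.54 and 2.99 ± 0.22. Of 14 listed amnion and trophoblast markers, 0 rose and 8 fell (0 and 9 adjusted over the list alone). The exact test gave an adjusted p of 0.0181, with GATA3 at 3.80 ± 0.81 and -0.13 ± 0.09. Endoderm markers, with 1 up and 9 down of 20 listed (1 and 11 adjusted over the list alone), were short of the threshold (exact test, adjusted p = 0.0514). The mesoderm and amnion gene HAND1 was at 4.89 and 8.05 in the N3+PGCLC libraries. Activin and nodal genes gave 8 up and 4 down of 20 (8 and 5 adjusted over the list alone). Retinoic acid response genes gave 9 up and 3 down of 35 (9 and 3 adjusted over the list alone), with an adjusted p of 0.459 by the exact test. With only the 4 libraries compared limma called 685 genes, and without DM+PGCLC replicate 2 it called 1634.

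Set against DM+PGCLC, d8 DZ+PGCLC differ in line, transgenes and medium at once. The contrast asks how the DAZL-positive cells differ from those that had not reached that stage. By limma 2732 genes were higher and 2672 lower in d8 DZ+PGCLC. NANOG was lower by a log2 difference of -8.44 (SE 0.340, limma adjusted p = 8e-06), and LEFTY2, FAM20A, C9orf135, SUSD2, ACTG2 and UTF1 were among the other most decreased genes. BCL2L1, listed at 0 in both d8 DZ+PGCLC libraries, is left out of this ranking, since its log2 fold change against 4i ESC in the authors' deposited table was 4.75. DOK5, ZIC2, CTNND2, ARC, NID1, DMRT1, EBI3 and KIFC3 were the most increased, with ZIC2 at -1.95 ± 1.06 and 5.21 ± 0.15. Early germ cell genes were lower for 17 of 19 listed and higher for 1 (1 and 17 adjusted over the list alone). Fisher's exact test gave an adjusted p of 0.000849, with TFAP2C at 7.79 ± 0.18 and 1.71 ± 0.01, ALPL at 6.76 ± 0.25 and 2.67 ± 0.32 and UTF1 at 6.36 ± 0.01 and -0.95 ± 0.30. Both NANOS3 and TNAP, which ALPL encodes, had been sort markers for DM+PGCLC alone. S phase genes were lower for 27 of 28 (27 adjusted over the list alone) with 0 higher (exact test, adjusted p = 3.09e-07). So were G2 and M phase genes for 41 of 47 (exact test, adjusted p = 2.95e-11) and centromere and kinetochore genes for 24 of 32 (exact test, adjusted p = 1.57e-06), with 0 higher in either. Stress genes were higher for 13 of 18 and lower for 0 (13 and 0 adjusted over the list alone), for an adjusted p of 0.00243 by the exact test, with DNAJB1 at 5.28 ± 0.04 and 8.10 ± 0.00. Cell adhesion genes were lower for 19 of 32 and higher for 5 (5 and 19 adjusted over the list alone), for an adjusted p of 0.0275 by the exact test, with ITGA6 at 9.27 ± 0.02 and 2.91 ± 0.17. Late germ cell genes gave 9 higher and 4 lower of 18 (exact test, adjusted p = 0.595). The induced DMRT1 and the sort marker DAZL were among the higher.

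Day 4 cells, a contrast chosen after seeing the data, show which changes of the listed genes were present early. The listed genes were chosen without a day 4 comparison, so genes changed at day 4 alone are missing from the counts. BCL2L1 alone held 20.0 and 20.4% of the summed RPKM of listed genes in the d4 DZ+PGCLC libraries. That share may have lowered the RPKM of other genes there, and limma was run without a correction for it. By limma d4 DZ+PGCLC differed from 4i ESC in 1379 higher and 2017 lower genes, with DMRT1 at 12.10 ± 0.12, SOX17 at 6.57 ± 0.26 and DAZL at 2.80 ± 1.01. POU5F1 was at 1.76 ± 0.74 and NANOG at -0.77 ± 0.13. The mean of POU5F1 was lower here than in d8 DZ+PGCLC and that of DAZL higher, so these means did not move in a single direction up to day 8. Pluripotency genes were lower for 23 of 28 listed and higher for 1 (1 and 24 adjusted over the list alone), with an adjusted p of 0.000995 by Fisher's exact test. HOX genes were higher for 12 of 32 and lower for 2 (12 and 2 adjusted over the list alone), with an adjusted p of 0.00647 by the exact test. Retinoic acid response genes were higher for 13 of 35 and lower for 4 (15 and 4 adjusted over the list alone), and glycolysis genes lower for 12 of 17 (13 adjusted over the list alone), with adjusted p-values of 0.0329 and 0.0181 by the exact test. S phase genes were lower for 21 of 28 (23 adjusted over the list alone), G2 and M phase genes for 33 of 47 (36 adjusted over the list alone) and centromere genes for 19 of 32 (23 adjusted over the list alone). The exact test gave adjusted p-values of 0.000394, 1.57e-06 and 0.000849. Stress genes were at 5 higher and 0 lower of 18 (exact test, adjusted p = 0.0694).

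From d4 to d8 DZ+PGCLC 1493 genes rose and 806 fell by limma. The genes tested include those called in d8 DZ+PGCLC but not those changed at day 4 alone. The excess of rises may come in part from that choice. It may also come in part from BCL2L1, whose large share of the RPKM in d4 DZ+PGCLC may have lowered other genes there. Limma was run without a correction for that share, and its effect was not tested. POMC, a hormone precursor gene, rose by 6.21 on the log2 scale (SE 0.335, limma adjusted p = 0.000108), from -0.76 ± 0.12 to 5.45 ± 0.44. KLC3, SLC5A5, EBI3, PLEKHA6, NEFM and LAD1 were among the other top increases, and MT1G was listed at 0 in both d4 libraries and stood at 2.12 ± 0.30. POSTN fell by 5.90 (SE 0.486, limma adjusted p = 0.000522), from 6.48 ± 0.30 to 0.58 ± 0.09, and FN1 (fibronectin) went from 7.13 ± 0.07 to 2.03 ± 0.17. BCL2L1, an anti-apoptotic gene, stood at 15.52 ± 0.07 in d4 DZ+PGCLC, which was 20.0 and 20.4% of the summed RPKM of listed genes in its 2 libraries. It was listed at 0 in both d8 libraries. The study's methods describe an inducible BCL2L1 vector and the labels of these libraries do not name one, so an induced copy is not separated from the cell's own. Calls for G2 and M phase genes leaned to lower, with 2 up, 18 down and 27 not passing of 47 (2 and 18 adjusted over the list alone), for an adjusted p of 1.17e-05 by Fisher's exact test. So did those for centromere and kinetochore genes, with 0 up, 8 down and 24 not passing of 32 (0 and 8 adjusted over the list alone), for an adjusted p of 0.00243 by the exact test. MKI67 went from 3.21 ± 0.36 to 0.49 ± 0.59. PRDM1 stood at 4.21 ± 0.29 and 2.77 ± 0.67 and PIWIL2 at 0.77 ± 0.36 and 1.81 ± 0.14. Without d8 DZ+PGCLC replicate 1 limma called 1394 genes and without replicate 2 it called 1258.

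Enrichment of gene sets was read from the authors' deposited tables, whose genes lie to 99.8 to 100% in the parts of the overlap recomputed here. The terms are among the 5 of at most 500 genes with the lowest FDR. For genes higher in all 3 comparisons the authors' deposited table lists cell fate commitment (FDR 0.00015, 17 of 284 genes) and digestive system development (FDR 0.000224, 12 of 144). For genes higher in N3+PGCLC alone the authors' deposited table gives heart morphogenesis (FDR 1.77e-10, 24 of 254 genes) and mesenchyme development (FDR 2.09e-09, 24 of 292), which hold HAND1 and HAND2. Extracellular matrix organization (FDR 0.000148, 42 of 433 genes) had the lowest FDR among the 3 terms of at most 500 genes in the authors' deposited table of genes higher in DM+PGCLC alone. Visual perception (FDR 5.34e-08, 63 of 226 genes), cilium movement (FDR 0.000177, 45 of 174) and axoneme assembly (FDR 0.00247, 25 of 80) stand in the authors' deposited table of genes higher in d8 DZ+PGCLC alone. Of all genes higher in d8 DZ+PGCLC, 1100 were under 0.1 RPKM in 4i ESC, with a median of 0.359 RPKM in d8. Another limit is that 95 were listed at 0 in both d8 libraries. How many such genes stand in these terms was not counted, so a part played by background reads is not excluded. Among genes lower in all 3, sterol biosynthesis had a fold enrichment of 8.00 in the authors' deposited table (FDR 2.03e-06, 13 of 66 genes). Of its genes, SQLE, named after its values were seen, was at 6.41 ± 0.42 in 4i ESC and 3.32 ± 0.02 in d8 DZ+PGCLC. For genes lower in N3+PGCLC alone the authors' deposited table gives other glycan degradation (FDR 0.0367, 3 of 18 genes), human cytomegalovirus infection (FDR 0.0367, 8 of 221) and lysosome (FDR 0.0372, 6 of 130). For genes lower in DM+PGCLC alone, sodium ion transport had the lowest FDR in the authors' deposited table (FDR 3.48e-05, 28 of 249). DNA replication (FDR 6.26e-19, 89 of 364) and spindle organization (FDR 7.64e-19, 75 of 274) had the lowest FDR among terms of at most 500 genes in the authors' deposited table of genes lower in d8 DZ+PGCLC alone.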

Values the study reported

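The study reported 301 genes upregulated alike in its 3 PGCLC groups. By combining binding sites with RNA levels in day 8 DZ+PGCLC, the study reported that 13% of DMRT1 target genes were upregulated and that 27% were downregulated. The study reported global 5hmC levels of 10.1% in DZ+PGCLC, 5.5% in 4i ES cells and 4.2% in N3+PGCLC.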

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

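The tests of near-silent genes, of BCL2L1 and of the size of the change in respiratory chain genes were chosen only after the result was seen.

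Differences between groups under the same contrast with 4i ESC, tested by limma between the groups themselves, singled out the genes of this paragraph. All 49 genes called higher in N3+PGCLC and lower in DM+PGCLC passed that test, and so did all 36 called lower and then higher, but the genes were chosen by opposite calls on the same libraries, so passing adds little to the calls. SFRP2 differed by -2.81 on the log2 scale (DM+PGCLC minus N3+PGCLC), APOBEC3B by 1.93, GDF3 by 4.29 and LEFTY2 by 6.92. Of 354 genes called higher in DM+PGCLC and lower in d8 DZ+PGCLC, 350 passed, and of 196 called lower and then higher 183 passed. Among the former, the log2 difference (d8 DZ+PGCLC minus DM+PGCLC) was -2.98 for EPCAM, -8.58 for GDF3, -6.36 for ITGA6, -5.60 for KIT, -10.17 for LEFTY2 and -8.44 for NANOG. It was -4.35 for PDPN, -7.86 for SUSD2, -6.96 for TCL1B, -6.08 for TFAP2C, -7.32 for UTF1 and -5.33 for VENTX. The groups of the latter contrast differ in line, transgenes, medium and sort gate, and none of these was tested apart from the others.

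All 13 listed mitochondrial messages were called lower in d8 DZ+PGCLC, with a median log2 difference of -3.26 (SD 0.620 over the messages), against 4 in N3+PGCLC and 5 in DM+PGCLC. A larger library share taken by a few transcripts would lower every abundant gene alike, but the median over 66 abundant nuclear genes was -0.925 (SD 1.68), which argues against it as the whole cause. Of 13 called nuclear genes of the respiratory chain, 92.3% were lower (12 lower and 1 higher, of 23 listed; Fisher's exact p = 0.00127), so the direction was shared. The median over the 23 was -0.707 (SD 0.615), which argues against a fall of the same amount and was no lower than that of the abundant nuclear genes. The log2 of the summed RPKM was 15.36 ± 0.07 in 4i ESC, 14.67 ± 0.01 in N3+PGCLC and 14.58 ± 0.29 in DM+PGCLC, so it was lower in these groups too. It was 13.71 ± 0.50 in d4 DZ+PGCLC and 12.08 ± 0.48 in d8 DZ+PGCLC, which share line, transgenes, medium and sort gate. What these groups share cannot alone account for the lower sum in d8 than in d4 DZ+PGCLC. For the fall from 4i ESC, days in culture, line, transgenes, medium and sort gate stay open as untested biological explanations.

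Of the genes higher in d8 DZ+PGCLC, 1100 (30.8%) were under 0.1 RPKM in the 4i ESC libraries, with a median of 0.359 RPKM in d8 DZ+PGCLC and 0.0561 in d4 DZ+PGCLC. A uniform background of reads would lift all near-silent genes, yet of 474 called in the other comparisons, 239 of them members too, 43.0% (204) stayed under 0.1 RPKM in both d8 libraries, which argues against it for the 196 members at or above 1 RPKM. For the 904 members under 1 RPKM, background and expression cannot be told apart, because the only test run (58.2% lay above the median of those 474 genes in both d8 libraries) sets members partly against themselves and decides nothing. Deeper libraries as the whole cause are argued against by d4 DZ+PGCLC, where 40.2% of the members lay above both 4i ESC libraries, against 26.5% in N3+PGCLC and 26.5% in DM+PGCLC. Induced SOX17 and DMRT1, the line, the medium and days in culture stay open as untested biological explanations.

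BCL2L1 was listed at 0 in both d8 DZ+PGCLC libraries after holding 20.0 and 20.4% of the summed RPKM of listed genes in d4 DZ+PGCLC. Complete loss of the transcript is argued against by the authors' deposited table, made from counts, where its log2 fold change in d8 DZ+PGCLC was 4.75. By limma its log2 difference from 4i ESC in d4 DZ+PGCLC was 9.46 (SE 0.847). That value is larger, which goes with a partial fall since d4, although the scales of the fits differ. An RPKM estimate that failed at a very deep locus was left undecided. The lower share in d4 DZ+PGCLC was 20.0%, but an estimate was made there, so this share cannot decide for d8. In the d8 DZ+PGCLC libraries DMRT1 was listed at 5481 and 4842 RPKM, so a high level did not always make the estimate fail. Of 155 genes in the authors' deposited table for d8 DZ+PGCLC that were listed at 0 in both d8 libraries, 1 stood at or above 10 RPKM in both d4 libraries. An induced BCL2L1 copy, described in the study's methods but not in the labels of these libraries, was not tested.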

How the results depend on the processing

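Tests with limma in place of the authors' fit, those of the change between stages under other settings, and the overlaps and gene lists under limma, at 1 RPKM, with a pseudocount of 1, with a library left out or with split controls were chosen only after the result was seen.

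Genes changed against 4i ESC numbered 2577, 4601 and 6862 in N3+PGCLC, DM+PGCLC and d8 DZ+PGCLC. A fold change over 4 left 1218, 2294 and 3319, and an FDR under 0.01 left 1572 in N3+PGCLC. In place of the authors' fit limma called 902, 3583 and 5445, and all fits with a pseudocount of 1, a block or a library left out are limma fits, to be set against these. With a pseudocount of 1 limma gave 881, 3028 and 4180. With the replicate block limma called 0 genes in N3+PGCLC (3106 at an unadjusted p under 0.05; 902 without the block) and 2469 in DM+PGCLC, where the samples share only a number and the block takes 1 degree of freedom. Leaving out 1 library, limma gave 0 to 177, 368 to 1529 and 2924 to 4847 genes (lowest without DM+PGCLC replicate 2 and d8 DZ+PGCLC replicate 2 in the latter comparisons), the lone sample being assumed to vary like the other group. The 0 came by limma without 4i ESC replicate 1 (1921 at an unadjusted p under 0.05) and without 4i ESC replicate 2 (2140). A stricter threshold lies behind the counts at FDR 0.01 and fold 4. For limma and the pseudocount the cause was not tested, and the leave-one-out counts join the change of fit with fewer samples. The other counts stayed within 1.5 times those of the authors' calls.

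Genes higher in all 3 comparisons (301) numbered 168 at an FDR under 0.01, 108 at a fold change over 4, 111 with limma, and from there 80 with a pseudocount of 1 and 0 to 74 with 1 library left out. Those lower in all 3 (572) numbered 199 at a fold change over 4 and 221 with limma, and from there 226 with a pseudocount of 1 and 0 to 171 with 1 library left out. With 1 4i ESC library for each comparison of a pair, Pearson's r of the differences went from 0.329 to 0.246 and 0.330 for N3+PGCLC and d8 DZ+PGCLC and from 0.360 to 0.304 and 0.352 for DM+PGCLC and d8 DZ+PGCLC; that of N3+PGCLC and DM+PGCLC moved by less than its spread over libraries. Gene lists past the threshold (20 of 90) numbered 11 with limma, and from there 7 to 11 with 1 library left out. Of the 20, 14 kept their side of it at an FDR under 0.01, 14 at a fold change over 4, 18 at 1 RPKM, 19 without study-named members and 12 with limma at a pseudocount of 1.

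From N3+PGCLC to DM+PGCLC (2517) limma gave 685 genes with only the 4 libraries compared, 1168 at a fold change over 4 and 1634 (without DM+PGCLC replicate 2) to 2656 with 1 library left out. From DM+PGCLC to d8 DZ+PGCLC (5404) a fold change over 4 left 2941. From d4 to d8 DZ+PGCLC (2299) the counts were 1491 with a pseudocount of 1, 872 at a fold change over 4 and 1258 (without d8 replicate 2; 1394 without d8 replicate 1) to 1924 with 1 library left out. Enrichment terms rose from 1010 to 1520 when terms of any size were taken.

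Of the named calls, limma kept 48 of 92 in N3+PGCLC, 93 of 111 in DM+PGCLC and 113 of 124 in d8 DZ+PGCLC. Reversed in limma fits were RTL1 in d8 DZ+PGCLC (limma 0.0451, pseudocount 1 0.00625, and -0.244 to 0.335 with 1 library left out) and, with 1 library left out, MAGEB17 in N3+PGCLC (-2.09 to 0.153), APOBEC3B in DM+PGCLC (-0.00728 to 0.455), MOV10L1 in d8 DZ+PGCLC (-0.127 to 0.678) and NLRP9 in d8 DZ+PGCLC (-0.0466 to 0.226). The cause was not tested.

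Not run were Bonferroni adjustment (no p-value before adjustment was used here), DESeq2 size factors (no counts were used here), a raw p for enrichment terms, and standard errors implied by test statistics with their covariance, which values per library made needless. Absolute depth is unknown, which limits statements on genes under 1 RPKM.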

Other observations

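The authors' fold change and the difference of log2(RPKM + 0.1) had opposite signs for 56 listed genes in N3+PGCLC (2.17%), 100 in DM+PGCLC (1.85%) and 274 in d8 DZ+PGCLC (3.99%). The median genomic span of genes higher in d8 DZ+PGCLC was 20.4 kb and that of lower genes 50.6 kb, against 41.5 and 41.5 kb in N3+PGCLC and 34.8 and 41.5 kb in DM+PGCLC.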
